A study of Arabidopsis thaliana with 15 samples. Its data were reported in "H2AK121ub in Arabidopsis associates with a less accessible chromatin state at transcriptional regulation hotspots" (2021).

How the data were processed

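Chromatin of whole seedlings was immunoprecipitated for H2AK121ub or H3K27me3 and sequenced, at 10 days after germination. The 15 libraries formed 7 ChIP groups of 2 replicates and 1 wild-type input, grouped by the sample titles. According to the methods of the study, the authors mapped paired-end reads to TAIR10 with Bowtie, called peaks with MACS2 at default settings in each wild-type replicate against the input, and kept the regions found in both replicates. Their methods also describe combining wild-type data of an earlier age with these. Whether the deposited lists hold only the later age is not settled by the files, so the lists are described as wild-type consensus peaks. The versions and the intersection settings are not stated.

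The deposited files were 2 peak lists of 3 columns, with chromosome, start and end. Per the study's methods the authors pooled the replicates at the level of peaks, so replicates could not be compared. The deposited positions have no score, fold, p-value or signal beside them, and peaks were used with equal weight. Read depth per library is unknown from these files, and a region missing from a list is a region without a call, not a region shown to lack the mark. The shortest peaks were 1 bp for H2AK121ub and 10 bp for H3K27me3. Intersection of replicates can leave such slivers, which was not tested, since the lists hold no peaks per replicate. Peak length also depends on how the caller joins neighbouring enriched stretches.

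Coordinates were set against the RefSeq copy of the assembly with its annotation. The lengths of the 5 nuclear chromosomes in sequence and annotation were equal, and every peak ended within its chromosome. Of the bases under peaks, 101 under H2AK121ub and 1 under H3K27me3 were undetermined bases of the assembly. Positions are given from 1. The annotation held 37899 nuclear genes, of which the 27444 protein coding genes were the main set. Symbols were matched through the RefSeq gene table, which matched 10 of the 12 genes asked for by symbol or synonym; BMI1B and BMI1C were not matched and are not reported.

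The comparisons, tests, named genes and alternatives were fixed before the data were examined, except where the text says otherwise. Named were the genes the study tested by sequential ChIP, the Polycomb genes of its mutants, the 3 longest peaks of each mark, and the 3 protein coding genes with the longest stretch under both marks. Peaks overlapped when they shared at least 1 bp. Random placement put the H2AK121ub peaks of each chromosome in random order with random gaps and no overlaps, 10000 times, and the one-sided p was the share of placements at least as high as the observed value. For the TSS share of H3K27me3 the H3K27me3 peaks were placed in the same way. Differences in median log2 length, in TSS share and in paired body cover were tested with 100000 resamples, two-sided. The filter on weak signal that the study applied to its table of marked genes was not used here. Gene marking was tested with the two-sided Fisher exact test. Shares have 95% Wilson intervals. Medians and ratios have bootstrap intervals from 1000 resamples of 1 Mb windows, because neighbouring peaks are not independent. These intervals cover sampling along the genome only, not differences between plants.

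For annotation by base, each base was given 1 class in the order coding sequence, 5' untranslated region, 3' untranslated region, intron, 750 bp upstream window, other gene or pseudogene, and intergenic. The TSS was the outer end of the annotated gene. Cover around the TSS was read every 50 bp, and every 25 bp in the closing observations, and the classes of genes were those of the gene rule.

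The alternatives were a minimum overlap of 100 bp or 50% of the shorter peak, peaks of at least 200 bp, peaks merged across gaps of at most 500 bp, each chromosome left out in turn, and chromosome arms only. Arms were 100 kb windows with at least 30% of their bases in protein coding genes. Overlap was also set against a circular shift of the peaks and against placement within genes. Placement within genes drew each midpoint independently, so placed peaks could overlap each other, unlike in the main placement. For genes, the body alone, 1500 bp upstream, at least 200 bp of overlap, all annotated genes, and overlap of the marks within the region were tried. For the TSS, peak midpoints and the central 200 bp were used. For body cover, genes of at least 2000 bp were used. Alternatives ran with 1000 placements and 2000 resamples.

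The functions were tested on simulated data. Of 400 randomly placed lists, 5.50% had a p at or under 0.05. With 25% of 16310 peaks planted on H3K27me3 peaks, 25.0% were recovered. A simulated odds ratio of 3 over 27444 genes came back as 2.99, and a length effect with no association gave 2.38 without and 0.998 with stratification by length. Uniqueness of sequence was the share of 100-base words found once in the assembly on either strand, organelles included. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.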

Results

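The libraries of the series came from 10-day-old whole seedlings of Arabidopsis thaliana and concern a pair of histone marks set by Polycomb Group complexes. H2AK121ub is histone H2A with a ubiquitin on a lysine of its tail, set by Polycomb repressive complex 1 (PRC1). H3K27me3 is histone H3 with 3 methyl groups on lysine 27, set by PRC2. Both were mapped by chromatin immunoprecipitation and sequencing (ChIP-seq). The series held 14 ChIP libraries in 7 groups of 2 replicates and 1 input library of the wild type (Col-0). H2AK121ub was profiled in the wild type and in the emf1 and ring1ab mutants. H3K27me3 was profiled in these 3 genotypes and in lhp1. EMF1 and LHP1 are proteins linked to PRC2, and RING1A and RING1B are ubiquitin ligases of PRC1. The files analysed here were 2 lists of consensus peaks, 1 per mark, each combining wild-type replicates. Whether the lists also hold wild-type peaks of an earlier age, which the study's methods combine with these, is not settled. The lists carried positions and no signal, so the depth behind a peak is unknown, no spread between replicates could be given, and the mutant libraries were not analysed here. The error of each value is therefore a spread over peaks or over the genome, not over plants.

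The H2AK121ub list held 16310 peaks that covered 24.2 Mb, or 20.3% of the 119 Mb nuclear genome (assembly TAIR10). The H3K27me3 list held 4367 peaks that covered 19.0 Mb, or 15.9% of it. By chromosome, H2AK121ub covered between 19.2% (chromosome 2) and 21.7% (chromosome 1), and H3K27me3 between 14.7% (chromosome 3) and 17.4% (chromosome 1).

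The study describes H3K27me3 regions as longer than H2AK121ub regions, and the lists were compared for this first. The median H2AK121ub peak was 978 bp long (95% bootstrap interval 952 to 1014 bp) and the median H3K27me3 peak 2925 bp (2783 to 3073 bp). The ratio of the medians was 2.99 (95% bootstrap interval over 1 Mb windows 2.81 to 3.18), and within single chromosomes it lay between 2.89 and 3.15. The difference in log2 length had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. The alternative that moved the ratio most, leaving out peaks under 200 bp, gave 2.90. Such short peaks numbered 352 for H2AK121ub and 26 for H3K27me3. The ranges overlapped, since the upper quartile of H2AK121ub lengths was 1941 bp and the lower quartile of H3K27me3 lengths was 1415 bp.

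**Figure D1:**
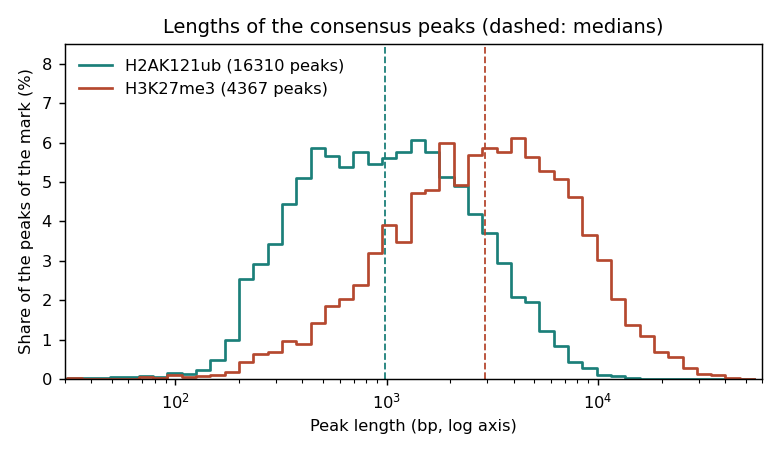
Histogram of consensus peak lengths in bp on a log axis, with the share of the peaks of each mark in % on the vertical axis; dashed lines mark the medians, 978 bp for H2AK121ub and 2925 bp for H3K27me3. The distributions overlap, with H3K27me3 shifted to longer peaks; peaks shorter than 30 bp lie outside the axis.

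The longest H2AK121ub peaks were 20206 bp on chromosome 4 (11621277 to 11641482), 17884 bp on chromosome 4 (17844373 to 17862256) and 16419 bp on chromosome 1 (4076334 to 4092752). They overlapped 6, 8 and 5 protein coding genes, among them CPK15 in the first, ELI3-1 and DOF4.7 in the second and BAG5 in the third. H3K27me3 covered 16.6%, 83.1% and 71.1% of their bases. The longest H3K27me3 peaks were 45177 bp on chromosome 4 (8769310 to 8814486), 38762 bp on chromosome 4 (8729701 to 8768462) and 37078 bp on chromosome 5 (17027282 to 17064359). The first overlapped 7 protein coding genes, including BARS1 and CYP705A3. The second overlapped 6, including PEN1 and CYP702A3, and the last overlapped 3, including MRN1 and CYP71A16. H2AK121ub covered 21.1%, 11.2% and 14.7% of these H3K27me3 peaks.

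Next, co-localisation of the marks was measured against random placement of the H2AK121ub peaks on their chromosomes with lengths kept. Of the H3K27me3 peaks, 4071 (93.2%, 95% Wilson interval 92.4% to 93.9%) overlapped an H2AK121ub peak by at least 1 bp, against a mean of 54.7% and a maximum of 57.0% over 10000 placements. Of the H2AK121ub peaks, 5548 (34.0%, 33.3% to 34.7%) overlapped an H3K27me3 peak, against a mean of 21.0% and a maximum of 22.0%. Both shares had a one-sided p of 0.0001 in this permutation of positions, the smallest that 10000 placements can give. By chromosome, the first share lay between 91.8% and 93.9% and the second between 33.0% and 36.2%. The marks shared 8.98 Mb, 2.32 times the 3.87 Mb of random placement (permutation p 0.0001, again the floor). These bases were 37.0% of the H2AK121ub bases and 47.3% of the H3K27me3 bases. The enrichment moved most when midpoints were placed only within genes and their upstream windows, to 2.74, and fell to 1.99 when only the chromosome arms were used. Peaks placed within genes could overlap each other, which lowers the random value and raises the fold. The 2.74 is therefore not a like comparison with the 2.32.

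**Figure D2:**
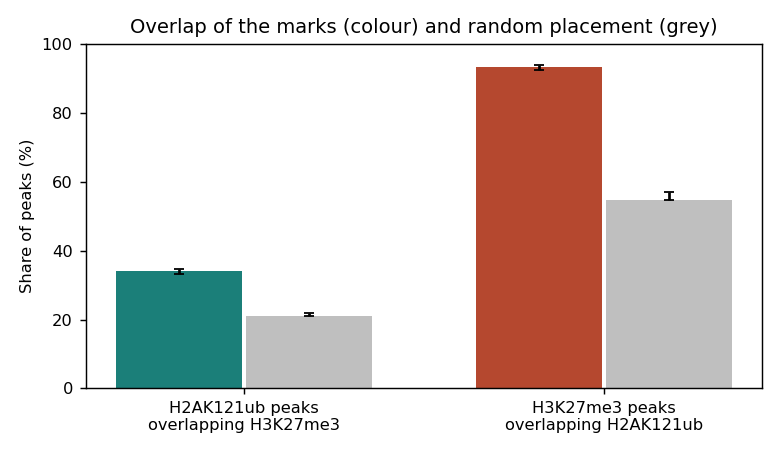
Share of peaks in % that overlap the other mark, observed (coloured bars, with 95% Wilson intervals) and in random placement (grey bars, mean of 10000 placements, with a line up to the highest placement). The observed shares are 34.0% of H2AK121ub peaks and 93.2% of H3K27me3 peaks, against 21.0% and 54.7%.

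Most H3K27me3 peaks held a single H2AK121ub peak (2931, or 67.1%), while 827 (18.9%) held 2 and 313 (7.17%) held at least 3, up to 9. The remaining 296 (6.78%) held none. H3K27me3 peaks with H2AK121ub had a median length of 2936 bp and those without it 2654 bp, a ratio of 1.11 (95% bootstrap interval 0.887 to 1.24). The two-sided permutation p was 0.191, so the lengths were not distinguishable. A long peak meets more peaks by chance, and the same ratio averaged 2.34 over the random placements, with a lowest value of 2.15.

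Genes were then classed by the rule with which the study assigned peaks to genes. A gene carries a mark when a peak overlaps its body or the 750 bp upstream of its transcription start site (TSS). The study also removed genes with weak signal from its signal table, a step that lists without signal do not allow. Of 27444 nuclear protein coding genes, 12047 (43.9%, Wilson interval 43.3% to 44.5%) were only-H2AK121ub, 6655 (24.2%, 23.7% to 24.8%) were H2AK121ub/H3K27me3 and 1354 (4.93%, 4.68% to 5.20%) were only-H3K27me3. The other 7388 (26.9%) carried neither mark. H3K27me3 was present on 35.6% of the genes with H2AK121ub and on 15.5% of the genes without it. The odds ratio was 3.01 (95% interval 2.82 to 3.22, and 2.71 to 3.38 in the bootstrap over 1 Mb windows), with a two-sided Fisher exact p of 2.4e-274. Neighbouring genes share peaks, so this p overstates the number of independent genes, which the window bootstrap takes into account. The odds ratio moved most when all annotated nuclear genes were counted, to 3.74. That setting also raised the number of only-H3K27me3 genes to 2052.

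The rule sets marks on a gene without requiring them on the same bases. In 352 (5.29%) of the H2AK121ub/H3K27me3 genes no base of the gene region lay under both marks. The upstream window alone gave the mark to 1726 (21.6%) of the 8009 H3K27me3 genes and to 1933 (10.3%) of the 18702 H2AK121ub genes. Of the only-H3K27me3 genes, 1025 (75.7%, Wilson interval 73.3% to 77.9%) lay in an H3K27me3 peak that overlapped an H2AK121ub peak elsewhere along its length. Median gene length was 2279 bp for only-H2AK121ub, 1800 bp for H2AK121ub/H3K27me3, 1557 bp for only-H3K27me3 and 2104 bp for genes with neither mark.

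The position of each mark relative to the TSS was compared because the study places H2AK121ub around the TSS and H3K27me3 along the gene. An annotated TSS lay within 39.0% of the H2AK121ub peaks (Wilson interval 38.3% to 39.8%) and 67.3% of the H3K27me3 peaks (65.9% to 68.7%). Random placement gave 27.2% and 52.7%, so the observed shares were 1.43 and 1.28 times as high. Each had a one-sided permutation p of 0.0001, the smallest that 10000 placements can give. The difference, H2AK121ub minus H3K27me3, was -28.3 percentage points (two-sided permutation p 1e-05, the smallest that 100000 resamples can give). It changed sign when each peak was reduced to its midpoint or its central 200 bp. Peak midpoints lay within 500 bp of a TSS for 45.7% of the H2AK121ub peaks and 30.5% of the H3K27me3 peaks, and the central 200 bp held a TSS for 6.30% and 5.11%. The median distance from midpoint to nearest TSS was 551 bp for H2AK121ub and 810 bp for H3K27me3.

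Along the genes, H2AK121ub cover was highest downstream of the TSS. Over all protein coding genes it was 30.2% at the TSS and 51.3% at 350 bp downstream, and fell to 17.6% at 2000 bp downstream. In only-H2AK121ub genes it rose from 36.4% at the TSS to 72.7% at 350 bp. In H2AK121ub/H3K27me3 genes it rose from 58.7% to 80.1% at 300 bp, while H3K27me3 cover in the same genes went from 59.1% to 69.1% at 400 bp. In only-H3K27me3 genes, H3K27me3 covered 67.4% of the TSSs.

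**Figure D3:**
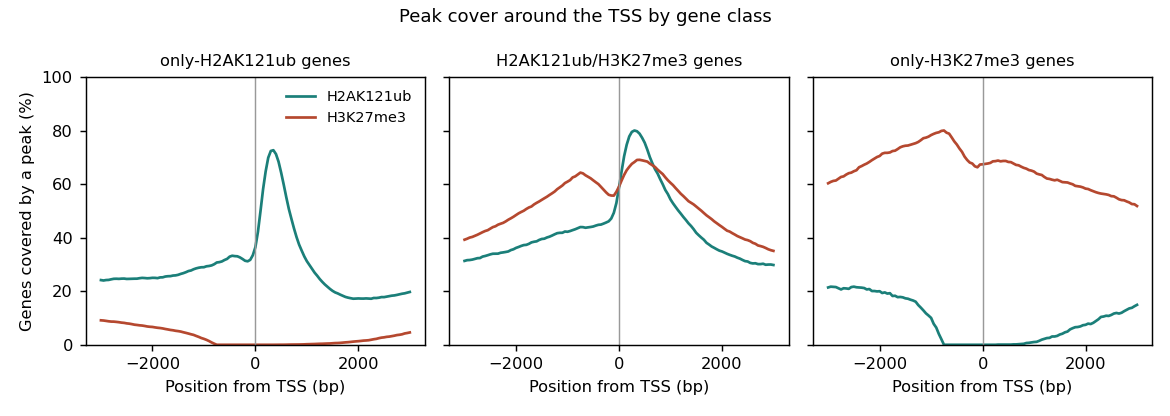
Share of genes in % whose position lies under a peak, against distance from the TSS in bp (negative is upstream), for each mark in 3 gene classes. H2AK121ub cover is highest at 350 bp in only-H2AK121ub genes and at 300 bp in H2AK121ub/H3K27me3 genes; the zero values near the TSS and the bends at 750 bp upstream follow from the class definition.

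By annotation, 5' untranslated regions held 8.89% of the H2AK121ub bases and 4.91% of the genome, a fold of 1.81, against 0.709 for H3K27me3. Coding sequence was 1.37-fold enriched under H2AK121ub and 0.944-fold under H3K27me3. Intergenic sequence was 0.716-fold under H2AK121ub and 1.35-fold under H3K27me3, and the 750 bp upstream windows were 1.15-fold and 1.41-fold.

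Within the 6655 H2AK121ub/H3K27me3 genes, the extents of the marks were paired by gene. H3K27me3 covered a median of 86.5% of the gene body (mean 63.6%) and H2AK121ub a median of 73.2% (mean 62.5%). The median of the paired difference was 0 percentage points, with a mean of 1.12 that was not tested. At a median of exactly 0 the two-sided sign-flip permutation p is 1 by construction. It is therefore no evidence that the marks cover the body equally. H3K27me3 covered more of the body in 2747 genes, H2AK121ub in 2598, and both the same share in 1310. A median of 0 over genes that go both ways leaves the tails undescribed, and the tails went in opposite directions. H3K27me3 covered the complete body of 2597 genes (39.0%) and H2AK121ub that of 1440 (21.6%). Among genes completely covered by a single mark, 1687 were so under H3K27me3 and 530 under H2AK121ub (two-sided exact McNemar p 8.6e-140, with neighbouring genes treated as independent). At the other end, H3K27me3 covered no base of the body in 21.3% of the genes and H2AK121ub none in 7.83%, genes that carried the mark through the upstream window alone. That difference was not tested.

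The genes that the study tested by sequential ChIP, in which chromatin is precipitated for both marks in turn, were located in the lists. PLT5 (AT5G57390, chromosome 5, 23252989 to 23256703, minus strand) was covered over 100% of its body by both marks, by an H2AK121ub peak of 8791 bp (23252270 to 23261060) and an H3K27me3 peak of 12934 bp (23247468 to 23260401). SOC1 (AT2G45660, chromosome 2, 18807505 to 18811125, minus strand) lay fully under an H3K27me3 peak of 3706 bp (18807452 to 18811157). An H2AK121ub peak of 2825 bp (18808258 to 18811082) covered 78.0% of its body and ended just short of the TSS. AG (AT4G18960, chromosome 4, 10382856 to 10388539, plus strand) lay fully under an H3K27me3 peak of 10071 bp (10378754 to 10388824), and no H2AK121ub peak of the list reached its body or upstream window.

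**Figure D4:**
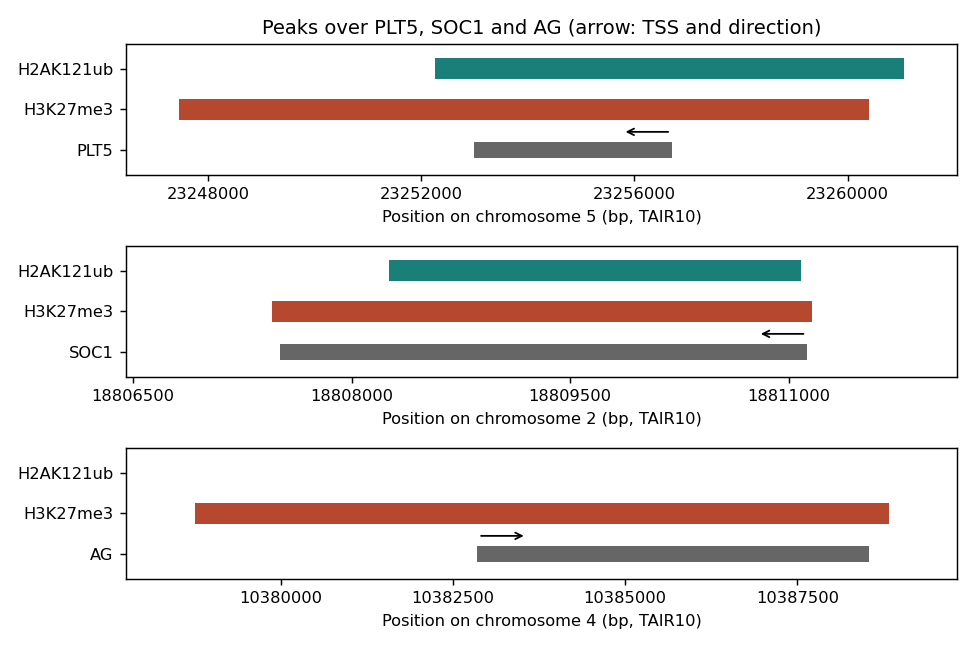
Maps of PLT5, SOC1 and AG with position in bp along the chromosome (TAIR10); grey bars are gene bodies, coloured bars are the peaks of each mark that reach the gene region, and arrows start at the TSS and point along transcription. H2AK121ub peaks of 8791 bp and 2825 bp lie on PLT5 and SOC1, and none is drawn on AG.

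The Polycomb genes named in the study were summarised in the same way, and 7 of them were matched by symbol. Of these, 5 (SWN, LHP1, BMI1A, RING1A and RING1B) were only-H2AK121ub, with 1.83% to 26.0% of their bodies covered. EMF1 was only-H3K27me3, with 44.2% of its body covered by 2 peaks. CLF carried neither mark. The longest stretches under both marks within a gene region were 8529 bp at AT5G13250 (chromosome 5, 4234156 to 4241934), 5906 bp at TGA10 (chromosome 5, 2120472 to 2126457) and 5530 bp at TLL1 (chromosome 1, 17123785 to 17129223).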

Values the study reported

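The study reported that about 80% of its consensus accessible sites had an H2AK121ub peak within 2 kb, and that 50% overlapped such a peak or lay less than 100 bp from it.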

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

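The results were recomputed under each alternative that applied. Leaving out the median difference in body cover, 11 results remain. For these, in 118 combinations of result and alternative the direction and side of the threshold were kept, or a count stayed within 1.5 times, and in 3 they were not. Some combinations could hardly fail, so the tally overstates stability. Leaving out a chromosome takes only its own share from a count. Requiring both marks to overlap within the gene region leaves the only-H2AK121ub and only-H3K27me3 counts unchanged by construction. The peak length ratio stayed between 2.90 and 3.02. The share of H3K27me3 peaks with H2AK121ub stayed between 90.6% and 93.9%, and the share of H2AK121ub peaks with H3K27me3 between 31.7% and 34.2%. The enrichment of shared bases ranged from 1.99 in the chromosome arms to 2.74 with placement within genes, and was 2.32 with a circular shift. The 2.74 is raised in part because peaks placed within genes could overlap each other. The odds ratio of gene marking ranged from 2.82 in the arms to 3.74 with all annotated genes. Stratification by decile of gene region length, chosen after seeing the data, gave 3.18. The ratio of H3K27me3 lengths with and without H2AK121ub stayed between 1.01 and 1.15, past the threshold under none of its 8 alternatives. The median paired difference in body cover was 0 under each of its 9 alternatives, but tied genes hold it there, so this says nothing about stability. The share of genes fully covered by H3K27me3 minus that by H2AK121ub, a measure added after seeing the data, was 17.4 percentage points and stayed between 15.2 and 17.7 under 9 alternatives.

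A pair of alternatives reversed the comparison at the TSS. The difference in share, H2AK121ub minus H3K27me3, was 15.3 percentage points with peak midpoints within 500 bp of a TSS and 1.19 with the central 200 bp of each peak. Both give every peak the same width, so a longer peak no longer meets more TSSs through its width. Where a midpoint lies relative to a TSS can still depend on peak length, and these measures were not set against random placement. They are therefore not free of length. For whole peaks, random placement with lengths kept gave 27.2% for H2AK121ub and 52.7% for H3K27me3. Longer H3K27me3 peaks alone thus give a difference of the sign seen with whole peaks. The number of only-H3K27me3 genes rose to 2052 with all annotated nuclear genes, a setting that adds genes to the count by construction.

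The stricter part of each list by score was not run, because the lists have no score, and the setting in which both marks must overlap within the gene region has no odds ratio, because it changes 1 class only. No paired analysis was possible because the lists pool the replicates and carry no replicate values, so neither leaving out a replicate nor a block by replicate number could be run. Without values per library, a mark missing at a gene may reflect depth as well as absence; requiring 200 bp of overlap moved the only-H3K27me3 genes from 1354 to 1388, a check of short overlaps only.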

Other observations

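The tests of unique sequence in H3K27me3 peaks and of H3K27me3 in pseudogenes with unique sequence, of joined neighbouring peaks and of position within the gene were chosen only after the results were seen. For genes with 1 annotated transcript, the explanation was narrowed after the result was seen. The other tests, stratification by gene length included, were also chosen after the lists had been examined, but what each should show was set out before its own result. For unique sequence, a first test on medians was planned, but both medians sat at the maximum, and the share of peaks with repeated sequence took its place. The lists hold 1 genotype, so no comparison of genotypes bears on any pattern. Apart from the sequence motifs, no biological explanation was tested.

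The 296 H3K27me3 peaks without H2AK121ub were close in length to the others (ratio 1.11), whereas random placement gave a mean ratio of 2.34. Chance contact alone would thus leave mainly short peaks without H2AK121ub, which was not observed. Repeated sequence was rare among them: 10 of the 296 (3.38%) had under 90% unique 100-base words, against 0.344% of the others (Fisher exact p 1.5e-06). That is too few to account for the set. Nor did an H2AK121ub peak lie just outside more often than chance gives. Such a peak lay within 1000 bp of 27.03% of them, and random placement without overlap gave 25.1% (95% range 17.8% to 32.5%). Base composition stays open. The median GC content of these peaks was 33.1%, against 35.2%, a difference of -2.10 percentage points (permutation p 0.0001, the smallest that 10000 resamples can give). Lower recovery of AT-rich sequence may contribute, and a link of GC content with position outside genes was not separated from it.

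The highest H2AK121ub cover lay inside the gene, not at the TSS. Read every 25 bp, it lay at 325 bp over all protein coding genes. In the 16746 genes with 1 annotated transcript it also lay at 325 bp, with 53.3% of genes covered there and 32.7% at the TSS, so the use of the outermost of several starts does not account for it. A single annotated start can still lie upstream of the start in use, which in turn must lie upstream of the start codon. In 3810 of these genes the annotated start codon lay 1 to 100 bp downstream of the TSS. The maximum there lay at 250 bp (95% bootstrap interval 200 to 275 bp), with 57.0% of genes covered there, 51.8% at 100 bp and 38.9% at the TSS. As far as the annotated start codons hold, starts placed too far upstream do not account for a maximum that far inside these genes. The lower distance than in all genes leaves a smaller shift open. Low GC content upstream was also tested. In the fifth of genes with the highest GC content upstream relative to downstream (5497 genes, median difference 0.733 percentage points against -8 in all genes), cover was 29.0% at the TSS and 37.2% at its maximum, which lay at 300 bp. Cover at the TSS was thus 77.9% of its maximum, against 58.9% over all genes. The ratio rose because the maximum was lower, while cover at the TSS was no higher than the 30.2% of all genes. A maximum inside the gene was still there where the GC difference was small, which argues against low GC content upstream as its only cause. The rise from the TSS to the maximum was smaller in these genes, from 29.0% to 37.2%. Base composition may therefore contribute to the height of the maximum. A depletion of nucleosomes at the TSS is a candidate explanation that these lists do not test.

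The association of the marks over genes was set against gene length and location. The odds ratio was 3.18 (95% interval 2.98 to 3.40) within deciles of gene region length and 3.19 (2.97 to 3.41) within 500 kb windows, against 3.01 without strata. Both argue against length or regional location as the cause.

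Most only-H3K27me3 genes (75.7%) lay in an H3K27me3 peak that met H2AK121ub elsewhere, so the class by gene differs from a class by peak. That share is no excess, since 93.2% of all H3K27me3 peaks, counted by peak, overlapped H2AK121ub. A candidate explanation for the difference between the classes is that the 750 bp window misses H2AK121ub nearby. An H2AK121ub peak lay within 1000 bp of the gene region for 39.4% of only-H3K27me3 genes and for 36.6% of genes with neither mark, a difference of 2.84 percentage points, below the 10 set beforehand. This comparison looks for an excess over unmarked genes only. The window may still miss H2AK121ub at some of the 39.4%. The only-H3K27me3 genes lay in peaks that reached a median of 3 gene regions, against 2 for H2AK121ub/H3K27me3 genes. Someone using the only-H3K27me3 class would want to separate the 1025 genes in mixed peaks from the rest.

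Annotated pseudogenes seldom carried either mark: of 4843, 12.5% carried H2AK121ub and 10.7% H3K27me3 by the gene rule. The set was every gene with a pseudogene biotype in the annotation. Kinds of locus within that biotype were not separated, so the shares describe the annotated class only. Unmappable sequence did not account for either. Among the 3824 pseudogenes with at least 90% unique 100-base words, 14.8% carried H2AK121ub, which is 21.3% of the share of protein coding genes with as many (69.5%). For H3K27me3 the share was 12.4%, which is 41.8% of that of such protein coding genes (29.6%). The marks differed in how location bore on them. In the chromosome arms 31.9% of 1661 pseudogenes carried H2AK121ub, which is 45.6% of the share of protein coding genes there (70.0%), with a 95% interval of 42.4% to 48.8%. The limit of 50% set beforehand is close to this interval, so location may account for part of the lower H2AK121ub share and leaves the rest open. For H3K27me3 the share in the arms was 26.6%, which is 89.1% (81.7% to 96.5%) of that of protein coding genes there (29.8%). Location may thus account for most of the lower H3K27me3 share. The intervals were drawn with pseudogenes treated as independent.

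Gaps under 800 bp between neighbouring peaks were rare, at 1.17% of H2AK121ub gaps and 0.642% of H3K27me3 gaps, where random placement gave 12.8% and 3.42%. The H2AK121ub list had 131 gaps of 600 to 800 bp and 1286 of 800 to 1000 bp, a ratio of 9.82. The H3K27me3 list had 17 and 116, a ratio of 6.82, and random placement gave ratios of 0.961 and 1.03. A step at one distance in both lists is consistent with neighbouring peaks having been joined before the lists were made. Merging across gaps of at most 500 bp therefore had little left to merge, and peak numbers and lengths may depend on this joining distance.

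Sequence motifs of H2AK121ub peaks that overlapped H3K27me3 were compared with those of the other H2AK121ub peaks. The telobox (AAACCCTA on either strand) had 0.164 copies per kb in the first and 0.163 in the second, a ratio of 1.01 (95% bootstrap interval 0.943 to 1.08). The reversed motif ATCCCAAA gave 1.02. Within deciles of GC content the telobox ratio was 1.09 (1.02 to 1.17), a small excess that rests on this adjustment. GAGAGA was lower in peaks with H3K27me3, with 1.57 copies per kb against 2.31. The ratio was 0.734 within deciles of GC content (0.713 to 0.756), opposite to the excess that was tested for. Position within the gene did not account for it. In the first 500 bp of genes that H2AK121ub covered completely, the ratio of H2AK121ub/H3K27me3 to only-H2AK121ub genes was 0.733 (0.693 to 0.775). A lower density of GA repeats at genes with both marks is a hypothesis from these data, and low-complexity sequence in untranslated regions may contribute.

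AG was the only gene of the sequential ChIP set without an H2AK121ub peak in its gene region. Whether this reflects the call or the chromatin was not tested here, since the lists carry no signal. The study's sequential ChIP bears on this question, but its main text gives no outcome for AG by name.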
